A study of Mus musculus with 27 samples. Its data were reported in "Tau activation of microglial cGAS–IFN reduces MEF2C-mediated cognitive resilience" (2023).

How the data were processed

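Single-nucleus RNA-seq libraries from the hippocampi of 27 mice were re-analysed, with 1 library per mouse. Per the labels, the mice fall into 6 genotype groups that combine the P301S tau transgene (human tau with a dementia-linked mutation, driven by the mouse Prnp promoter) with 2, 1 or 0 working copies of Cgas, the gene for a sensor of cytosolic DNA. The deposited files hold raw UMI counts per gene and nuclear barcode, which the authors made with Cell Ranger from 10x Chromium 3' v3 libraries by aligning reads to mm10 and counting pre-mRNA reads. Barcodes had been called as nuclei by the authors, and no other filter or normalization had been applied to the deposited counts. The annotation release behind the counts is not stated, and the software version in the file headers differs from that in the paper's methods. The files list 31053 gene IDs with their symbols, and 30934 of these matched the GENCODE vM21 annotation (GRCm38, the assembly of mm10), which gave the positions. Older symbols in the files were matched by gene ID, so Cgas stands for Mb21d1 and Sting1 for Tmem173. Mx2, Clec7a and Cfap299 were not among the files' symbols.

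Nuclei with at least 200 and at most 4000 detected genes and at most 5% mitochondrial UMIs were kept, as in the study's stated filter. Scrublet (scanpy 1.11.5) scored doublets within each library, and the nuclei with the highest scores were removed at a rate of 0.8% per 1000 barcodes of the library. Counts of the kept nuclei were scaled to 10000 per nucleus and log-transformed. The 2000 genes of highest median dispersion rank over the mice gave 30 principal components and a graph of 15 nearest neighbours (pynndescent 0.6.0), which was clustered with the Leiden algorithm (igraph 0.11.9, resolution 1). No correction between libraries was applied before clustering.

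Clusters were named from fixed lists of marker genes and are called "like" a cell type, since no annotation of nuclei was used here. A name needed at least 3 of its markers detected in at least 10% of the nuclei at a log2 fold of over 0.5 against the other classes. A cluster stayed unnamed if a competing class scored over 50% of the best score, if its 10 leading genes held more markers of another class, or if it was shallow and led by none of its markers. The marker lists were fixed before the data were examined. The scoring rule and its thresholds were revised 3 times after cluster names, markers and leading genes had been seen, and before any comparison between groups. Of 53 clusters, 47 were named into 14 classes, and 6 stayed unnamed with 8172 nuclei (3.99%). Excitatory neuron-like nuclei were clustered again without any gene of the study-named lists, and 36 of the 43 subclusters were named dentate granule-like, CA1-like, CA2-like, CA3-like or cortical-like. The other 7 subclusters, with 5778 nuclei (7.08%), stayed unnamed. Dentate granule-like, CA1-like, CA2-like and CA3-like nuclei together are called hippocampal-like.

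UMI counts were summed per mouse and class, since nuclei of 1 mouse are not replicates, and levels are given as CPM, the counts of a gene scaled by the total UMI count of the class. The study tested nuclei, with MAST, so counts of changed genes here rest on another unit of replication. Sums were tested in 5 classes (microglia, excitatory neurons, inhibitory neurons, astrocytes and oligodendrocytes, each "like" that type) with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, TMM normalization, filterByExpr, robust fit) and sex as a covariate. Genes with a Benjamini-Hochberg adjusted p under 0.05 count as changed. The fit held the 23 mice of 4 groups, because the study left the Cgas+/- and Cgas-/- groups without P301S, with 2 mice each, out of its downstream comparisons. The 3 contrasts were P301S Cgas+/+ against Cgas+/+ (called the tau contrast), P301S Cgas-/- against P301S Cgas+/+ (the deletion contrast) and P301S Cgas+/- against P301S Cgas+/+ (the heterozygous contrast). All 27 mice entered the interaction of P301S with Cgas deletion and the comparison of Cgas-/- with Cgas+/+. The interaction of sex with Cgas deletion used the 12 P301S Cgas+/+ and P301S Cgas-/- mice.

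For 7 gene lists written before the data were examined (67 interferon genes, 23 disease-associated and 14 homeostatic microglial genes, and 4 lists of genes that the study's text names in neurons), each mouse's score was the mean of log2(CPM + 1) over the list. Scores, single-gene levels and shares of nuclei were compared between groups with exact two-sided permutation tests over mice, with Benjamini-Hochberg adjustment over each family of tests. Lists were also tested with camera (preset inter-gene correlation of 0.01, and the estimated one) and fry from limma 3.58.1. The study-named lists were picked by the study on these same libraries, so counts within them are not independent evidence. Shares of single mice carry 95% exact Clopper-Pearson intervals, and a count of 0 is bounded by 3 counts over the group; these intervals and bounds cover counting error only. Correlations across mice used 100000 permutations.

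The single genes named were set by a rule written before the data were examined. It covers Cgas, Sting1, Mef2c, Mapt, Prnp, Xist, Uty and Ddx3y, then up to 5 genes per direction with the smallest p in each class and contrast with changed genes, and then list members past adjusted p 0.05 or named in the study's text. Genes outside the rule are marked where they appear as chosen after their values were seen.

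The tests of changed genes were tested on simulated counts drawn from the real means, dispersions and library sizes, with 200 genes changed by a log2 fold of 1. Over the 5 classes and 3 contrasts, edgeR recovered between 47.5% (microglia, tau contrast) and 75% (astrocytes, deletion contrast) of the changed genes, with 2 to 16 unchanged genes called. DESeq2 1.42.0 recovered between 53% and 79%, with 7 to 31 unchanged genes called.

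The alternatives chosen before the data were examined were a maximum of 8000 genes per nucleus, no doublet removal, a class for each nucleus from its own marker score, DESeq2 in place of edgeR, RLE size factors, no low-count filter, sex left out of the fit, all 27 mice or only the 2 groups compared in the fit, 1 surrogate variable (sva 3.50.0), hippocampal-like nuclei only, the cortical-like share as a covariate, a pseudocount of 5, list genes of at least 10 CPM only, the median over a list, logit shares, and each mouse left out in turn. Another random seed for the clusters and subclusters was added after the data had been seen, because an earlier clustering that differed only in the doublet calls of a few nuclei had given other values for several results. It gave the same class to 96.5% of the kept nuclei and the same subclass to 98.6% of those excitatory neuron-like in both. A block for the library run was also added then. In the order in which the series lists them, the 23 libraries of the 4 groups fall into 3 runs of 8, 8 and 7, each with mice of all 4 groups, and barcodes with over 5% mitochondrial UMIs numbered 9 to 24, 29 to 104 and 0 to 31 per mouse in them. The labels name no batch, so that the runs are batches is a reading of this order and of these counts. The runs held 8, 1 and 3 males and 0, 7 and 4 females. List and share differences with the block were permuted within runs. Left out of the tests of genes were the unnamed nuclei, since no class can be given for them, and the classes outside the 5 above, which held fewer nuclei. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.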

Results

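Nuclei from the hippocampi of 27 mice were profiled by droplet-based single-nucleus RNA-seq, which counts UMIs (individual captured RNA molecules) of pre-mRNA per gene and nucleus. Without the tau transgene, the groups were Cgas+/+ (5 mice, 3 males and 2 females), Cgas+/- (2 males) and Cgas-/- (2 males). The P301S Cgas+/+, P301S Cgas+/- and P301S Cgas-/- groups held 6 mice each, 3 males and 3 females. The files held 241938 barcodes, and the total UMI count per mouse ranged from 46091490 to 79484316. The median UMI count per barcode ranged from 2225 to 8996 between mice, with group means of 4170 ± 1224 (SD, n = 6) in P301S Cgas+/+, 6071 ± 666 (n = 6) in P301S Cgas+/-, 5950 ± 1805 (n = 6) in P301S Cgas-/- and 6194 ± 1840 (n = 5) in Cgas+/+. The study's stated filter left 221281 nuclei, since 20030 barcodes had over 4000 genes, 630 had over 5% mitochondrial UMIs and 0 had under 200 genes. After removal of 16429 likely doublets, 204852 nuclei were kept, 5840 to 12572 per mouse.

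The kept nuclei comprised 81651 excitatory neuron-like, 45990 oligodendrocyte-like, 26911 astrocyte-like, 14567 inhibitory neuron-like and 11426 microglia-like nuclei, and smaller classes. Microglia-like nuclei, the smallest class tested, gave 269362 to 1935642 UMIs per mouse. The 6 clusters left unnamed under thresholds set after the markers were seen were unevenly spread over the groups. The largest of them, in which 1 mouse gave 63.5% of the nuclei, held 9.90% of the kept nuclei of P301S Cgas+/+, 1.53% of P301S Cgas+/-, 1.40% of P301S Cgas-/-, 0.876% of Cgas+/+, 0.360% of Cgas+/- and 0.659% of Cgas-/-. Another, in which 1 mouse gave 67.2% of the nuclei, held 1.36%, 0.385%, 0.0510%, 0.0520%, 0.0350% and 0.0890% of the same groups in that order, and each of the other 4 held at most 0.205% of any group. Unnamed subclusters held a mean of 6.13%, 6.06%, 7.54%, 7.37%, 5.73% and 5.35% of the excitatory neuron-like nuclei in the same order. RNA from other cells was present in microglia-like nuclei. Slc17a7, an excitatory neuron gene, averaged 148 CPM in excitatory neuron-like and 40.8 CPM in microglia-like nuclei over the 27 mice, and Ttr, a choroid plexus gene, averaged 39.0 CPM in microglia-like nuclei.

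The targeted gene was examined first, as a check of the labels. Cgas (ENSMUSG00000032344, listed in the files as Mb21d1, chromosome 9, 78430526 to 78443237, GRCm38) was detected in the microglia-like nuclei of all 27 libraries, at 15.9 to 59.5 CPM. Its level was 51.4 ± 6.94 CPM (SD, n = 6) in libraries labelled P301S Cgas-/-, 42.5 ± 11.2 CPM (n = 6) in those labelled P301S Cgas+/- and 37.9 ± 12 CPM (n = 6) in those labelled P301S Cgas+/+. Without the transgene it was 27.3 ± 8.14 CPM (n = 2) in libraries labelled Cgas-/-, 19.1 ± 4.54 CPM (n = 2) in those labelled Cgas+/- and 35.2 ± 2.09 CPM (n = 5) in those labelled Cgas+/+. The log2 fold change between libraries labelled P301S Cgas-/- and P301S Cgas+/+ was 0.42 ± 0.186 (SE), with an edgeR adjusted p of 1.0 over all genes. On log2(CPM + 1) levels the difference was 0.47, with 2 of 6 libraries above every library labelled P301S Cgas+/+ (exact two-sided permutation p = 0.0455; 0.136 after adjustment over 12 single-gene tests). Leaving out 1 mouse moved the fold change most, between 0.31 and 0.57. The log2 fold change was 0.13 ± 0.191 for libraries labelled P301S Cgas+/- and -0.33 ± 0.319 for libraries labelled Cgas-/- against Cgas+/+ (edgeR adjusted p of 1.0 each). Cgas thus did not follow the labels, and UMI counts do not show which part of the transcript was captured, so the groups are written below as libraries labelled with a genotype, and every direction between them rests on the labels. In excitatory neuron-like nuclei Cgas averaged 1.36 CPM, against 39.2 CPM in microglia-like nuclei, and its log2 fold change of -0.74 ± 0.211 in libraries labelled P301S Cgas-/- did not pass the adjustment (edgeR adjusted p = 0.212).

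The genes of the sex chromosomes followed the labels in all 27 libraries. Xist, summed over all kept nuclei, was at 714 to 1075 CPM in the 11 female and 0.179 to 1.65 CPM in the 16 male libraries. Uty was at 112 to 138 CPM in males and 0.583 to 1.08 CPM in females, and Ddx3y was at least 29.4 CPM in males and at most 0.707 CPM in females.

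**Figure D1:**
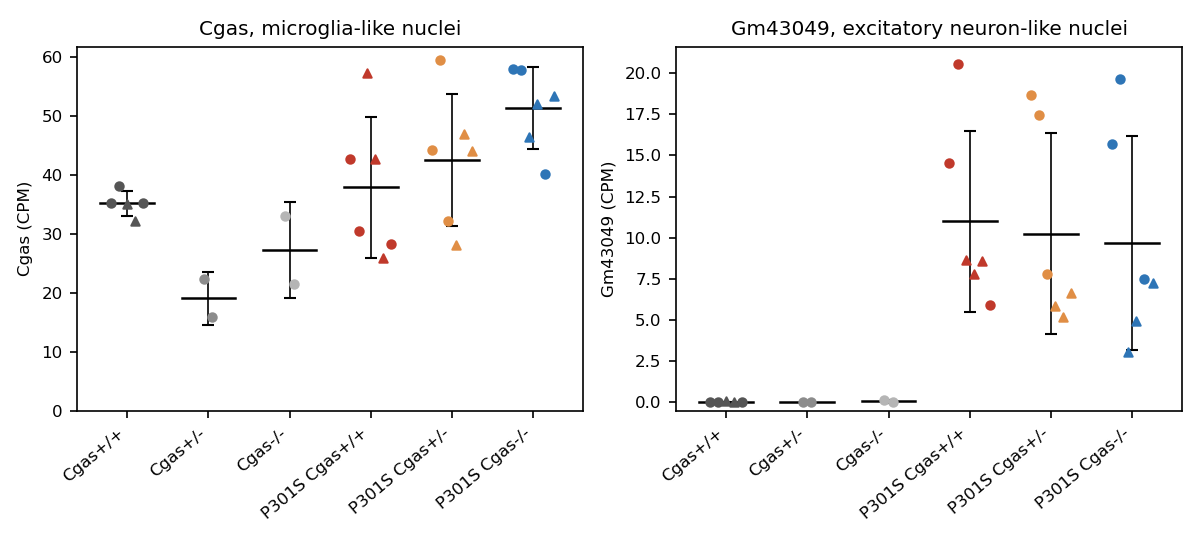
Levels per mouse (CPM) of Cgas in microglia-like nuclei and of Gm43049 in excitatory neuron-like nuclei, by the genotype on the label, with circles for males, triangles for females, black lines for group means and bars for ± 1 SD. Cgas was detected in every library, between 15.9 and 59.5 CPM, and Gm43049 was at 3.04 to 20.6 CPM in the 18 libraries labelled P301S and at most 0.126 CPM in the other 9.

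The tau contrast (libraries labelled P301S Cgas+/+ against Cgas+/+) asks which genes change with tau pathology when Cgas is intact. In excitatory neuron-like nuclei, 4 of 17163 genes tested were changed by edgeR's quasi-likelihood test, all higher in P301S Cgas+/+, and 386 had an unadjusted p under 0.05. DESeq2 called 12 genes, among them all 4. Of the alternatives, DESeq2 moved this count most upwards, and hippocampal-like nuclei alone or a fit on the 2 groups alone lowered it to 2. The gene with the smallest p was Gm43049 (ENSMUSG00000105777, chromosome 3, 140692038 to 140760704), at 5.89 to 20.6 CPM in the 6 P301S Cgas+/+ libraries and 0.0160 ± 0.0244 CPM (SD, n = 5) in Cgas+/+ (edgeR adjusted p = 8.86e-09). The 5 Cgas+/+ libraries held 3 UMIs of this gene between them, which makes the ratio of pooled levels 596, with an exact 95% counting interval of 204 to 2895. 4930590L14Rik (ENSMUSG00000106540, chromosome 3, 140951876 to 140953247) had 0 UMIs in the 5 Cgas+/+ libraries and 133 in P301S Cgas+/+, at least 47.1-fold higher against 3 counts over the group (edgeR adjusted p = 2.12e-06). Gm32754 (ENSMUSG00000104544, chromosome 3, 140904998 to 140917459) had 6 and 150 UMIs, a ratio of 26.6 with a counting interval of 11.9 to 73.6 (edgeR adjusted p = 0.00336). All 18 libraries labelled P301S lay above all 9 others in each of these 3 genes, including the 12 that were not in the contrast. Prn (ENSMUSG00000098754, chromosome 2, 131909957 to 131956130) was at 0.966 CPM in the 5 Cgas+/+ libraries pooled and 2.69 CPM in the 6 P301S Cgas+/+ libraries pooled, with a log2 fold change of 1.48 ± 0.200 (SE; edgeR adjusted p = 0.00142). Prn overlaps Prnp (131909928 to 131938429 on the same chromosome), whose promoter drives the transgene, so how the counting divided reads between them is uncertain. Prnp itself was at 0.0920 ± 0.0531 CPM in Cgas+/+ and 0.281 ± 0.0979 CPM in P301S Cgas+/+. Mouse Mapt, the tau gene, did not differ in excitatory neuron-like nuclei (494 ± 51.8 against 499 ± 48.2 CPM, log2 fold change 0.04 ± 0.092, edgeR adjusted p = 1.0).

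Gm43049 was also the 1 gene changed by edgeR in the tau contrast in inhibitory neuron-like (adjusted p = 4.23e-08), astrocyte-like (0.0115) and oligodendrocyte-like nuclei (0.0153). The genes with an unadjusted p under 0.05 numbered 354 of 13323, 1557 of 13194 and 842 of 12591 in these classes. DESeq2 called 1, 176 and 6 genes there, Gm43049 among them in each class. In inhibitory neuron-like nuclei Gm43049 had 1 UMI in Cgas+/+ and 315 in P301S Cgas+/+, a ratio of 275 with a counting interval of 49.0 to 10901. It had 0 UMIs in Cgas+/+ in the other 2 classes, and was at least 17.8-fold higher in astrocyte-like and at least 11.8-fold higher in oligodendrocyte-like nuclei. In microglia-like nuclei edgeR called 0 of 9345 genes, the smallest adjusted p being 0.0509, and 1455 had an unadjusted p under 0.05. DESeq2 called 231 genes there, 202 of them higher. The count in microglia-like nuclei rested on single libraries, since edgeR called 376 genes without P301S Cgas+/+ replicate 2 and 5 without P301S Cgas+/+ replicate 4, and on the low-count filter, without which it called 805. In astrocyte-like nuclei the count was 23 without P301S Cgas+/+ replicate 2, and it fell to 0 without Cgas+/+ replicate 1 or 5, while in oligodendrocyte-like nuclei it fell to 0 without Cgas+/+ replicate 1, 2 or 5. Sting1 (ENSMUSG00000024349), which acts downstream of Cgas, was at 30.2 ± 9.30 CPM in microglia-like nuclei of P301S Cgas+/+ (n = 6) and 47.4 ± 14.1 CPM in Cgas+/+ (n = 5), a log2 fold change of -0.71 ± 0.271 that did not pass the adjustment (edgeR adjusted p = 0.197).

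Gene lists were compared to ask whether interferon and microglial state genes change with tau and with Cgas deletion; 19 such comparisons were made. In the tau contrast, the interferon list was higher in microglia-like nuclei of P301S Cgas+/+ (mean log2(CPM + 1) of 4.66 ± 1.02, n = 6) than of Cgas+/+ (3.34 ± 0.272, n = 5), a difference of 1.31 with 5 of 6 libraries above every Cgas+/+ library (exact two-sided permutation p = 0.0303, adjusted 0.112). A pseudocount of 5 moved this difference most, to 0.925. Leaving out any 1 of 7 of the 11 mice took its p above 0.05, with differences between 1.11 and 1.64. The list was higher by 1.12 in astrocyte-like nuclei, in 6 of 6 libraries (exact p = 0.00433, adjusted 0.0823), and by 0.56 in oligodendrocyte-like nuclei, in 5 of 6 (exact p = 0.0303, adjusted 0.112). In the last, leaving out any 1 of 6 of the 11 mice took the p above 0.05, the median over genes gave a difference of 0.5 (exact p = 0.212), and the library run (1 of 3) as a block 0.52 (exact p within runs = 0.0833). In microglia-like nuclei the disease-associated list was higher by 1.92, in 5 of 6 libraries (exact p = 0.0130, adjusted 0.0823), and the homeostatic list was lower, by a difference of -0.69 with 5 of 6 libraries below every Cgas+/+ library (exact p = 0.0130, adjusted 0.0823). None of the 19 comparisons passed 0.05 after adjustment. Adjusted over the list alone, edgeR's test called 44 of 53 interferon genes in microglia-like, 41 of 46 in astrocyte-like and 17 of 26 in oligodendrocyte-like nuclei, 13 of 19 disease-associated genes and 5 of 14 homeostatic genes. Over all genes tested, none of them was called in these 5 cases.

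Camera with its preset correlation gave p-values of 4.67e-20, 4.19e-28 and 9.54e-11 for the interferon list in microglia-like, astrocyte-like and oligodendrocyte-like nuclei, 6.57e-07 for the disease-associated list and 7.80e-10 for the homeostatic list. With the estimated correlation these were 0.0661, 0.0330, 0.0515, 0.156 and 0.0346, and under fry 0.0288, 0.0181, 0.0621, 0.0970 and 0.00513. The calls for the interferon list in astrocyte-like nuclei and for the homeostatic list thus held under both, that for the interferon list in microglia-like nuclei held under fry only, and those for the interferon list in oligodendrocyte-like nuclei and for the disease-associated list held under neither.

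**Figure D2:**
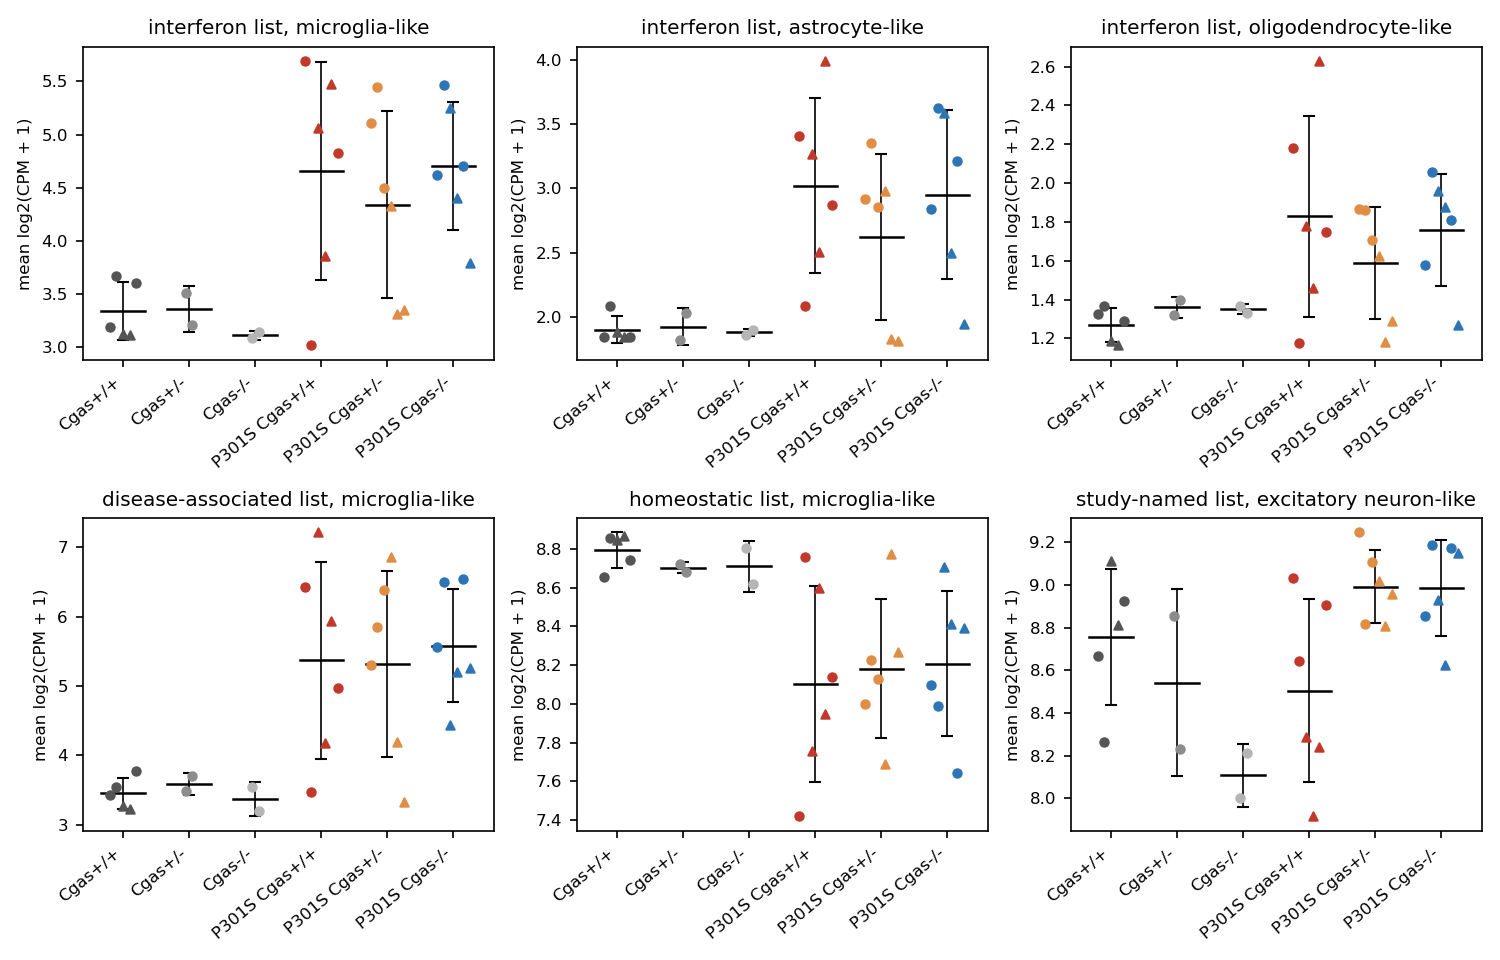
List scores per mouse (mean of log2(CPM + 1) over the genes of a list) in the class named in each panel, by the genotype on the label, with circles for males, triangles for females, black lines for group means and bars for ± 1 SD. In microglia-like nuclei the interferon score was between 3.12 and 3.67 in Cgas+/+ and between 3.02 and 5.69 in P301S Cgas+/+.

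The deletion contrast (libraries labelled P301S Cgas-/- against P301S Cgas+/+) and the heterozygous contrast (libraries labelled P301S Cgas+/- against P301S Cgas+/+) ask what a lower Cgas dose changes in tau mice, taking the labels as given although Cgas itself was not lower in microglia-like nuclei. EdgeR called 0 genes in both contrasts in all 5 classes. Genes with an unadjusted p under 0.05 in the deletion and the heterozygous contrast numbered 247 and 199 in microglia-like, 2329 and 2033 in excitatory neuron-like, 772 and 593 in inhibitory neuron-like, 629 and 414 in astrocyte-like, and 559 and 394 in oligodendrocyte-like nuclei. DESeq2 called 88 genes (52 higher) in the deletion and 115 (78 higher) in the heterozygous contrast in excitatory neuron-like nuclei, and 13 and 11 in inhibitory neuron-like nuclei. It called 0 genes in both contrasts in microglia-like, astrocyte-like and oligodendrocyte-like nuclei. Without the low-count filter, edgeR called 30 and 34 genes in microglia-like nuclei.

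The interferon list differed by 0.05 in microglia-like (exact two-sided permutation p = 0.942), -0.07 in astrocyte-like (p = 0.844) and -0.07 in oligodendrocyte-like nuclei (p = 0.781) in the deletion contrast. In the heterozygous contrast the differences were -0.31 (exact p = 0.574), -0.40 (p = 0.327) and -0.24 (p = 0.353). Each of these was smaller than the SD between libraries labelled P301S Cgas+/+. In the deletion contrast in microglia-like nuclei, the mean score went up while the median and mean log2 fold change of the list, -0.16 and -0.23, and camera went down, and without P301S Cgas+/+ replicate 2 the difference in score was -0.28. In astrocyte-like nuclei camera and the median log2 fold change (-0.15) went down and fry up in the deletion contrast. The disease-associated list differed by 0.21 in the deletion (exact p = 0.749) and -0.05 in the heterozygous contrast (exact p = 0.948), and the homeostatic list by 0.10 (exact p = 0.697) and 0.08 (exact p = 0.755). For the disease-associated list the median and mean log2 fold change were 0.01 and -0.08 in the deletion contrast, and -0.02 each in the heterozygous contrast, in which camera and fry went up. The median log2 fold change of the homeostatic list in the deletion contrast was -0.004, against a mean of 0.03. With its preset correlation camera gave a p of 1.20e-07, 6.36e-08 and 3.06e-06 for a lower interferon list in microglia-like, astrocyte-like and oligodendrocyte-like nuclei in the heterozygous contrast. With the estimated correlation (0.275, 0.272 and 0.151) and under fry (0.402, 0.390 and 0.248) none of these held. Camera's call in the deletion contrast for a higher disease-associated list (p = 0.0145) held under neither as well (0.477 with the estimated correlation and 0.509 under fry). Adjusted over the list alone and over all genes, 0 genes of these 3 lists were called in either contrast by edgeR.

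Mef2c, a transcription factor gene that the study examined in neurons (ENSMUSG00000005583, chromosome 13, 83504034 to 83667080), had a mean log2(CPM + 1) level in excitatory neuron-like nuclei of 8.91 ± 0.571 (SD, n = 6) in libraries labelled P301S Cgas-/-, 9.08 ± 0.521 (n = 6) in P301S Cgas+/-, 8.14 ± 0.555 (n = 6) in P301S Cgas+/+ and 8.33 ± 0.316 (n = 5) in Cgas+/+. The log2 fold change was 0.71 ± 0.246 in the deletion and 0.87 ± 0.247 in the heterozygous contrast, and neither passed the adjustment over all genes (edgeR adjusted p = 0.232 and 0.211). On log2(CPM + 1) levels, 2 of 6 libraries lay above every P301S Cgas+/+ library in each contrast (exact two-sided permutation p = 0.0433 and 0.0238, adjusted 0.136 each). In the tau contrast it was -0.14 ± 0.257 (edgeR adjusted p = 1.0). For libraries labelled Cgas-/- against Cgas+/+ without the transgene it went the other way, at -0.82 ± 0.375 (edgeR adjusted p = 0.653). In inhibitory neuron-like nuclei the log2 fold change was 0.31 ± 0.154 in the deletion contrast (edgeR adjusted p = 0.861), with 5 of 6 libraries above every P301S Cgas+/+ library (exact permutation p = 0.0195, adjusted 0.136), 0.16 ± 0.155 in the heterozygous and -0.21 ± 0.161 in the tau contrast. The alternative that moved the deletion contrast most was the restriction to hippocampal-like nuclei, which reversed it in excitatory neuron-like nuclei to -0.08. On log2(CPM + 1) levels of hippocampal-like nuclei the difference was -0.05 (exact permutation p = 0.825). With the cortical-like share of each mouse as a covariate it was 0.23, and with 1 surrogate variable 0.19 in excitatory and 0.00 in inhibitory neuron-like nuclei. The heterozygous contrast in excitatory neuron-like nuclei shrank but kept its direction, at 0.295 in hippocampal-like nuclei (0.33 on log2(CPM + 1) levels, with 3 of 6 libraries above every P301S Cgas+/+ library; exact permutation p = 0.149, adjusted 0.351), 0.385 with the cortical-like share as a covariate and 0.38 with 1 surrogate variable. Within subclasses it was -0.06 ± 0.092 in dentate granule-like, 0.08 ± 0.170 in CA1-like and 0.42 ± 0.208 in cortical-like nuclei, and in the heterozygous contrast 0.00 ± 0.091, 0.26 ± 0.175 and 0.53 ± 0.208. In the tau contrast it was 0.06 ± 0.095, -0.04 ± 0.176 and 0.03 ± 0.217. None passed the adjustment (edgeR adjusted p of 0.433 or more). The values in cortical-like nuclei moved with the processing. With another random seed for the clusters they were 0.23 in the deletion, 0.34 in the heterozygous and 0.14 in the tau contrast, with up to 8000 genes per nucleus 0.54, 0.63 and -0.105, and leaving out 1 mouse gave 0.26 to 0.56 in the deletion and 0.44 to 0.63 in the heterozygous contrast. CA2-like and CA3-like nuclei were too few for this fit, since a group had fewer than 4 mice with at least 20 nuclei.

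Cortical-like nuclei, named from markers of cortical layers, made up very different parts of the excitatory neuron-like nuclei of single mice, from 7.56% (exact 95% Clopper-Pearson interval 6.54 to 8.68%) in Cgas-/- replicate 1 to 93.3% (92.3 to 94.2%) in P301S Cgas+/- replicate 1. Over 27 mice with group means removed, the Mef2c level in excitatory neuron-like nuclei rose with the cortical-like share (Pearson's r = 0.819, permutation p = 3e-05; Spearman's rho = 0.824, p = 3e-05). Without the 2 mice farthest from the median share, r was 0.793. Within the P301S Cgas+/+, P301S Cgas+/- and P301S Cgas-/- groups of 6 mice, r was 0.909, 0.93 and 0.719, and within the 3 library runs, with group means removed, 0.877 (8 mice), 0.845 (8) and 0.556 (7). In inhibitory neuron-like nuclei r was 0.304 (permutation p = 0.167; Spearman's rho = 0.339, p = 0.141) and, without the 2 farthest mice, 0.515 (permutation p = 0.0224), and within the same groups 0.757, -0.719 and -0.428, and within the runs -0.287, -0.069 and 0.954. Adjusted over the 2 relations computed, the p of Pearson's r was 6e-05 in excitatory and 0.167 in inhibitory neuron-like nuclei.

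**Figure D3:**
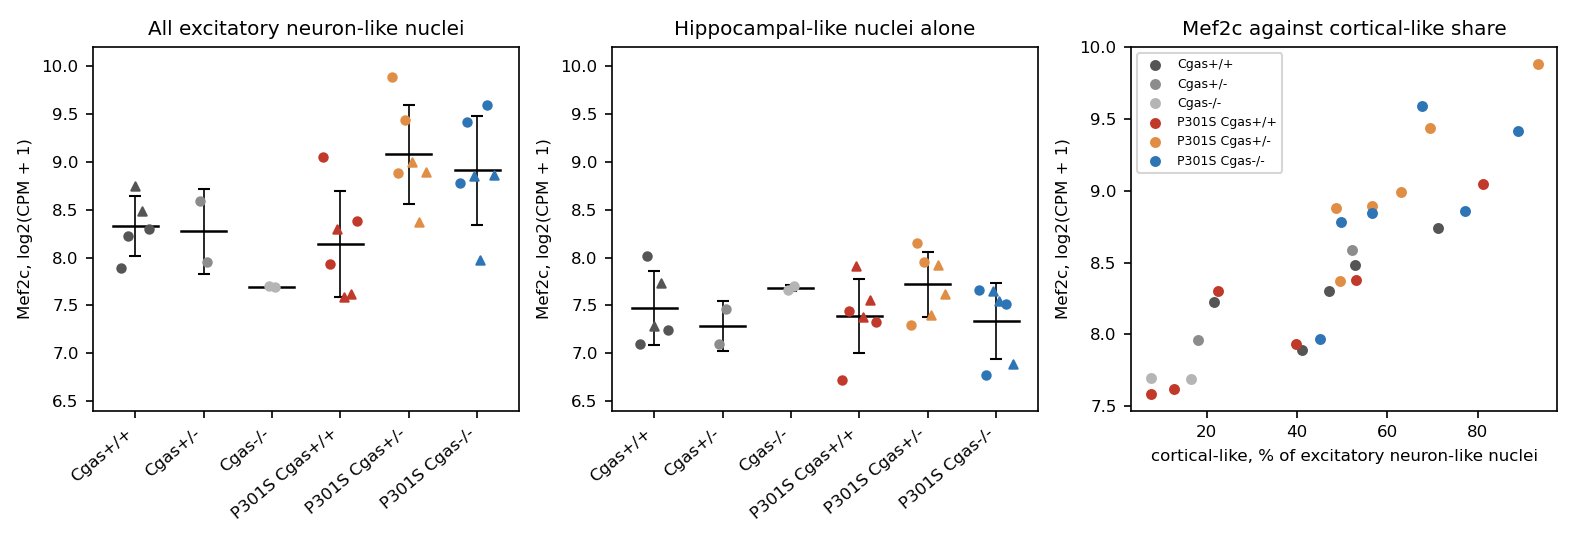
Mef2c level per mouse (log2(CPM + 1)) in all excitatory neuron-like nuclei and in hippocampal-like nuclei alone, by the genotype on the label, and against the cortical-like percent of excitatory neuron-like nuclei; circles are males and triangles females in the first 2 panels, where black lines are means and bars ± 1 SD, and colours are the same groups in all panels. The vertical axes do not start at 0.

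The study-named list of 18 genes raised by Cgas deletion in excitatory neurons was higher by 0.48 in the deletion contrast, with 3 of 6 libraries above every P301S Cgas+/+ library (exact two-sided permutation p = 0.0368, adjusted 0.112), and differed by -0.25 in the tau contrast (exact p = 0.303), where camera's p of 9e-04 for a lower list held under neither the estimated correlation (0.237) nor fry (0.3). These lists were picked by the study on the same libraries and are not independent evidence. In hippocampal-like nuclei alone the deletion difference was 0.01, and leaving out any 1 of 8 of the 12 mice took its p above 0.05, with differences between 0.37 and 0.59. Camera gave a p of 6.98e-07 (0.0844 with the estimated correlation and 0.0314 under fry), so the call held under fry only. Adjusted over the list alone, 2 of the 18 genes were called in the deletion contrast and 0 in the tau contrast, and 0 were called over all genes tested. The list of 17 genes for inhibitory neurons was higher by 0.17 in the deletion contrast (exact p = 0.0411, adjusted 0.112; 4 of 6 libraries above every P301S Cgas+/+ library) and differed by -0.09 in the tau contrast (exact p = 0.433; camera p = 0.0455 for a lower list, 0.363 with the estimated correlation and 0.394 under fry), with 0 genes called adjusted over the list alone and 0 over all genes. Leaving out any 1 of 7 of the 12 mice took the p of the deletion difference above 0.05, with differences between 0.13 and 0.20, and the median over genes in place of the mean gave 0.03. The camera call in the deletion contrast (p = 0.00795) did not hold under the estimated correlation (0.230) or fry (0.215). Epha6 and Epha7, read here for the Eph6 and Eph7 that the study's text names as lowered, had log2 fold changes of -0.52 and -0.54 in excitatory neuron-like and -0.23 and -0.28 in inhibitory neuron-like nuclei in the deletion contrast (smallest edgeR adjusted p = 0.408). The list of 3 genes lowered in inhibitory neurons (Cacnb2, Cacna1e and Ryr3) had a median log2 fold change of -0.48 in the deletion contrast (camera p = 0.00958; 0.130 with the estimated correlation and 0.154 under fry), -0.29 in the heterozygous contrast (camera p = 0.0479; 0.241 and 0.329) and 0.10 in the tau contrast, and 0 of the 3 were called adjusted over the list alone.

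Shares of nuclei were compared to ask whether the makeup of the libraries differs between genotypes. None of 45 comparisons of class shares and none of 18 comparisons of excitatory subclass shares passed the adjustment. The largest of those with an unadjusted p under 0.05 were in the tau contrast for excitatory neuron-like nuclei, at 32.1% ± 8.79 (SD, n = 6) in P301S Cgas+/+ and 47.1% ± 8.63 (n = 5) in Cgas+/+ (exact two-sided permutation p = 0.0217, adjusted 0.543; 3 of 6 libraries below every Cgas+/+ library). Microglia-like nuclei made up 6.54% ± 2.13 (n = 6) in P301S Cgas+/+ and 4.07% ± 0.259 (n = 5) in Cgas+/+ (exact p = 0.0260, adjusted 0.543; 5 of 6 libraries above). Classes from marker scores moved the first difference most, from -14.9 to -10.6 percentage points. T cell-like nuclei made up 0.248% ± 0.227 (n = 6) and 0.0206% ± 0.0241 (n = 5) in the same groups (exact p = 0.0779). In the deletion contrast CA3-like nuclei were fewer, at 0.715% ± 0.696 against 4.08% ± 4.15 of excitatory neuron-like nuclei (n = 6 each, exact p = 0.0260, adjusted 0.292), and in the heterozygous contrast CA1-like nuclei were fewer, at 9.26% ± 5.17 against 21.6% ± 11.7 (n = 6 each, exact p = 0.0346, adjusted 0.292). Without P301S Cgas+/+ replicate 5 the difference in CA3-like nuclei went from -3.37 to -1.77 percentage points (exact p = 0.0519), and leaving out 1 mouse moved that in CA1-like nuclei between -15.8 and -8.90. On logit shares the exact p was 0.0628 for CA3-like and 0.0758 for CA1-like nuclei. Cortical-like nuclei made up 64.2% ± 16.9 in libraries labelled P301S Cgas-/-, 63.4% ± 16.7 in P301S Cgas+/- and 36.1% ± 27.8 in P301S Cgas+/+ (n = 6 each, exact p = 0.0649 and 0.0714 against the last, adjusted 0.292 each), and 46.7% ± 18 (n = 5) in Cgas+/+. With the library run as a block these 2 had an exact p of 0.0463 each and microglia-like nuclei in the tau contrast 0.0648.

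**Figure D4:**
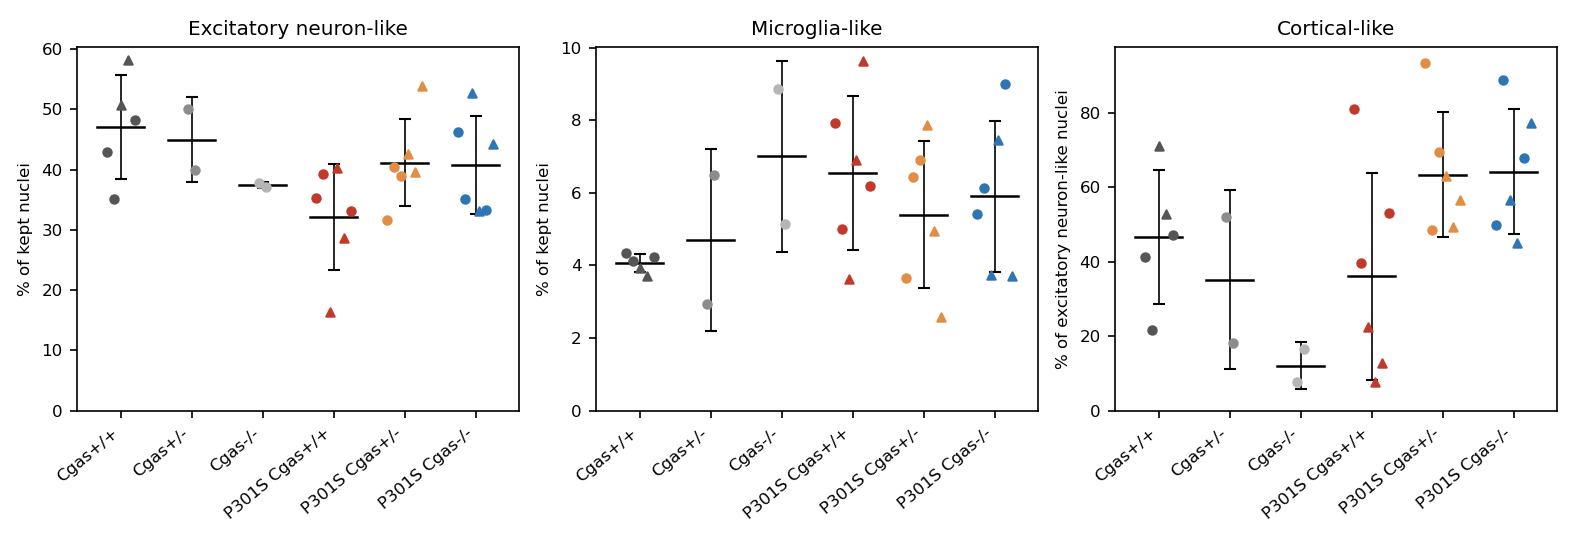
Shares per mouse of excitatory neuron-like and microglia-like nuclei among all kept nuclei (%), and of cortical-like nuclei among excitatory neuron-like nuclei (%), by the genotype on the label, with circles for males, triangles for females, black lines for group means and bars for ± 1 SD. The means of the cortical-like share were 36.1% in P301S Cgas+/+, 63.4% in P301S Cgas+/- and 64.2% in P301S Cgas-/-.

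The interaction of P301S with Cgas deletion asks whether the deletion, as labelled, acts differently with and without tau. EdgeR called 31 of 17825 genes in excitatory neuron-like nuclei (24 positive and 7 negative; 3357 with an unadjusted p under 0.05), and DESeq2 called 945, of which 30 were among the 31. The 5 positive genes with the smallest p were Tmem196 (log2 difference 2.28 ± 0.360), Cthrc1 (3.0 ± 0.511), Mtus1 (2.43 ± 0.434), Kcnn1 (1.51 ± 0.277) and Gm40493 (3.33 ± 0.633). The 5 negative ones were Iqsec2 (-1.05 ± 0.203), D430019H16Rik (-1.62 ± 0.323), Fanci (-1.78 ± 0.367), Gm26888 (-3.29 ± 0.686) and Gm34667 (-2.08 ± 0.436), and the edgeR adjusted p of these 10 lay between 0.0274 and 0.0492. Leaving out 1 mouse moved this count most, from 0 without P301S Cgas-/- replicate 2 to 1059 without Cgas+/+ replicate 2, and in hippocampal-like nuclei alone it was 0. In the other 4 classes edgeR called 0 genes, with 290 in microglia-like, 809 in inhibitory neuron-like, 631 in astrocyte-like and 540 in oligodendrocyte-like nuclei at an unadjusted p under 0.05, where DESeq2 called 0, 3, 7 and 0. For libraries labelled Cgas-/- against Cgas+/+ without P301S, edgeR called 0 genes in every class, with 1348 in excitatory neuron-like, 266 in microglia-like, 415 in inhibitory neuron-like, 352 in astrocyte-like and 337 in oligodendrocyte-like nuclei at an unadjusted p under 0.05. DESeq2 called 58 genes there in excitatory neuron-like nuclei and 0 in the other classes. Both mice labelled Cgas-/- lie outside the 3 library runs that hold all Cgas+/+ mice, so preparation and genotype cannot be told apart in these 2 comparisons.

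The interaction of sex with Cgas deletion, as labelled, asks whether the deletion contrast differs between males and females. EdgeR called 1 gene in microglia-like nuclei, 2610035D17Rik (ENSMUSG00000087259, log2 difference 4.40 ± 0.465, adjusted p = 0.00107). It called 2 in inhibitory neuron-like nuclei, Stac (-2.34 ± 0.350) and 2010300C02Rik (-2.77 ± 0.384), with an adjusted p of 0.0301 each. In excitatory neuron-like, astrocyte-like and oligodendrocyte-like nuclei it called 0 (1446, 1398 and 922 at an unadjusted p under 0.05; DESeq2 252, 116 and 33). DESeq2 called 13 genes in microglia-like and 81 in inhibitory neuron-like nuclei, among them the 1 and the 2 called by edgeR. Without the low-count filter, which moved these counts most in 2 classes, edgeR called 221 genes in microglia-like and 338 in inhibitory neuron-like nuclei. Leaving out 1 mouse gave 1 to 33 genes in microglia-like nuclei and 0 to 51 in inhibitory neuron-like nuclei (33 and 51 without P301S Cgas+/+ replicate 4). With the library run as a block edgeR called 47 genes in excitatory neuron-like, 24 in inhibitory neuron-like, 8 in astrocyte-like and 1 each in microglia-like and oligodendrocyte-like nuclei. Among these 12 mice the first run held 4 males and the second 4 females.

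The last comparison asks whether the deletion contrast runs against the tau contrast across genes. The correlation across genes between their log2 fold changes was -0.16 in microglia-like, -0.42 in excitatory neuron-like, -0.57 in inhibitory neuron-like, -0.49 in astrocyte-like and -0.31 in oligodendrocyte-like nuclei; genes are not independent replicates. Both contrasts share the P301S Cgas+/+ libraries, which makes the correlation negative with no effect at all. In 60 regroupings of the mice of the 3 groups, the mean correlation was -0.47, -0.46, -0.44, -0.46 and -0.47 in the same order. Counting the real grouping among 61, the correlation was as low in 59, 34, 16, 24 and 56. With 3 of the 6 shared mice used for each contrast, which moved the values most, the mean over all 20 choices was 0.07, -0.02, -0.09, -0.15 and 0.04.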

Values the study reported

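The study kept 221,150 nuclei after its own filter.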

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

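The tests of the striatal nuclei, of the labels of Cgas+/+ replicate 2, of the excitatory neuron-like interaction and female genes in hippocampal-like nuclei, of splits within each sex and of splits for the interaction with P301S were chosen only after the result was seen. The relation of Mef2c in inhibitory neuron-like nuclei to the cortical-like share was written down before its values were seen but after the same relation in excitatory neuron-like nuclei, and the other tests were written down before. The measures searched for single mice far from their group were also chosen after values had been seen. In 136 groups of 4 to 10 mice, 14 held a mouse whose gap to the nearest other mouse took an unusually large part of the range of its group, where chance gives about 5% of groups. Of the 14 values, 11 were shares of nuclei, and 5 of these 11 came from a mouse with the highest or lowest median UMI count of its group, where chance gives about 3.8 of 11. These 5 values come from 4 mice, and depth stays open.

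The share with the widest gap for the range of its group (0.983 of it) was that of striatal projection neuron-like nuclei in P301S Cgas+/- replicate 1, at 16.6% of its kept nuclei (exact 95% Clopper-Pearson interval 15.8 to 17.4%), against 0 to 0.283% in the other mice of its group. If the dissection had taken in tissue from outside the hippocampus, hippocampal-like nuclei would be a small part of its excitatory neuron-like nuclei, and they were 3.37%, the lowest of the 27 mice, next to 5.91% in P301S Cgas-/- replicate 2 and 7.46% in P301S Cgas-/- replicate 6. Tissue from outside the hippocampus is thus a candidate explanation, found and tested on the same data. Smaller striatal shares stood out in P301S Cgas+/+ replicate 5 (0.859%, 0.705 to 1.04%; others 0.05 to 0.295%), Cgas+/+ replicate 2 (0.293%, 0.179 to 0.452%; others 0 to 0.01%) and P301S Cgas-/- replicate 2 (0.269%, 0.160 to 0.425%; others 0 to 0.0950%). No biological explanation was tested for these shares.

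In P301S Cgas+/+ replicate 3, 50.1% of the kept nuclei stayed unnamed (Clopper-Pearson interval 49.1 to 51.2%), against 0.644 to 8.16% in the other 5 mice of its group. Those nuclei had 1103 UMIs each on average, against 6042 in the named nuclei of the same mouse, and 0.158% mitochondrial UMIs against 0.0740%. Droplets with free RNA or damaged nuclei were expected to hold a smaller part of Malat1, a nuclear RNA, but Malat1 took 3.37% of their UMIs and 2.36% in the named nuclei, so that prediction was not met. The free RNA of a preparation of nuclei itself holds Malat1, which makes this test void, and droplets with free RNA or damaged nuclei cannot be told apart from a state of the tissue.

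Other shares far from their group were fibroblast-like nuclei in Cgas+/+ replicate 5 (3.07%, Clopper-Pearson interval 2.75 to 3.42%; others 0 to 0.660%) and P301S Cgas+/- replicate 3 (2.04%, 1.72 to 2.41%; others 0 to 0.232%), ependymal-like nuclei in P301S Cgas+/+ replicate 5 (2.03%, 1.79 to 2.29%; others 0 to 0.743%) and T cell-like nuclei in P301S Cgas-/- replicate 5 (0.525%, 0.372 to 0.720%; others 0.0680 to 0.210%). Among excitatory neuron-like nuclei these were CA2-like nuclei in P301S Cgas-/- replicate 5 (0.956%, 0.607 to 1.43%; others 0.025 to 0.0970%) and CA3-like nuclei in P301S Cgas+/+ replicate 5 (12.1%, 11 to 13.2%; others 0.127 to 3.69%). P301S Cgas+/+ replicate 5 also had the most kept nuclei, 12572, against 6554 to 8724 in the other 5 mice of its group. The labels do not record the part of the brain dissected, and neither it nor a biological explanation was tested for these values.

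Cgas+/+ replicate 2 stood apart from its group in both an interferon and a Mef2c level. Its astrocyte-like nuclei had an interferon score of 2.09, against 1.84 to 1.88 in the other 4 mice. A P301S mouse labelled as tau-free would carry Gm43049 at the level of P301S mice, but the gene was at 0 CPM in its excitatory neuron-like nuclei, which argues against that explanation. Its inhibitory neuron-like nuclei had Mef2c at 359.1 CPM, against 626.8 to 728.8 CPM in the other 4. If the region of the dissected tissue set this level, it might follow the cortical-like share, but over 27 mice with group means removed r was 0.304 (permutation p = 0.167). Without the 2 mice farthest in that share r was 0.515 (permutation p = 0.0224), which was not seen in an earlier clustering that differed in a few doublet calls, within the P301S groups it had both signs, and within the 3 library runs it was -0.287, -0.069 and 0.954, so this stays open.

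The interaction of sex with Cgas deletion, as labelled, was past the threshold for 1 gene in microglia-like and 2 genes in inhibitory neuron-like nuclei. Of 60 splits of genotype within each sex, the real one included, 6 gave as many genes in microglia-like and 6 in inhibitory neuron-like nuclei, so chance cannot be excluded for either count. For the numbers of genes with an unadjusted p under 0.05, as many were given by 9 of 60 splits in microglia-like, 11 in excitatory neuron-like, 15 in inhibitory neuron-like, 5 in astrocyte-like and 11 in oligodendrocyte-like nuclei. In excitatory neuron-like, astrocyte-like and oligodendrocyte-like nuclei, where 0 genes passed in edgeR (1446, 1398 and 922 at an unadjusted p under 0.05; 252, 116 and 33 in DESeq2), all 60 splits gave as many, as any split must, so that comparison is void. With the 3 library runs as a block up to 47 genes passed (in excitatory neuron-like nuclei), and the splits were not repeated with it. Among these 12 mice the first run held only males and the second only females, so a deletion effect that differs between runs cannot be told apart from one that differs between sexes outside the third run, which held 1 mouse of each sex and genotype. Sex itself, as a biological difference, stays open.

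Within females, the deletion contrast had 338 genes past the threshold in excitatory neuron-like (293 higher), 176 in inhibitory neuron-like (55 higher), 4 in oligodendrocyte-like (4 higher), 3 in astrocyte-like and 1 in microglia-like nuclei (edgeR). Within males edgeR found 0 in each class, with 737, 214, 414, 570 and 736 genes at an unadjusted p under 0.05 in excitatory neuron-like, inhibitory neuron-like, astrocyte-like, microglia-like and oligodendrocyte-like nuclei. DESeq2 was not run within 1 sex. The counts per sex were not planned, and the interaction above, which tests the difference, had 0 genes in excitatory neuron-like and 2 in inhibitory neuron-like nuclei (47 and 24 with the library run as a block, which gave 678 and 282 within females and 0 within males). Splits of 3 against 3 mice number 10, so their share cannot go under 0.1. As many genes were given in females by 1 of 10 splits, the real one, in each class. In males, with 0 genes, 10 of 10 gave as many in each class, as any split must, which is void. The cortical-like share of excitatory neuron-like nuclei was 7.58 to 22.4% in the 3 females of P301S Cgas+/+ and 45.0 to 77.2% in those of P301S Cgas-/-. In hippocampal-like nuclei alone, 0 genes passed in females, and the median size of the 338 genes, of which 271 were tested there, was 0.32 in place of 1.37 on the log2 scale, with the median SE at 0.35 in place of 0.26. Of the 271 genes, 220 kept their direction there. A cortical-like share differing between the 2 groups may thus account for part of the count in excitatory neuron-like nuclei, although fewer nuclei and the selection of the genes in the full sums lower it too, and a change in hippocampal-like nuclei in the same direction stays open.

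The interaction of P301S with Cgas deletion, as labelled, was past the threshold for 31 genes in excitatory neuron-like nuclei, and 18 of the 19 counts that leave out 1 mouse differed from this by over 1.5 times, from 0 without P301S Cgas-/- replicate 2 to 1059 without Cgas+/+ replicate 2. Of 60 splits of the Cgas genotype among the tau-free and among the P301S mice, drawn from 19404 with the real one included, 1 gave as many genes, the real one, and 1 gave as many with an unadjusted p under 0.05 (3357), so chance can be excluded for the full set of mice. These splits do not part the genotypes from a share of nuclei that differs with them. In hippocampal-like nuclei alone 0 genes passed. Of the 31 genes 23 were tested there, 21 of them in the same direction, with a median size of 0.58 in place of 2.08 and a median SE of 0.47 in place of 0.40. A cortical-like share differing between the 4 groups compared (12.1% in Cgas-/-, 46.7% in Cgas+/+, 36.1% in P301S Cgas+/+ and 64.2% in P301S Cgas-/- on average) may therefore account for the count, with the same limits from fewer nuclei and from selection, and an interaction of the genotypes stays open. The 4 mice labelled Cgas+/- and Cgas-/- without P301S are all male and their libraries lie outside the 3 runs of the other 23, so a difference in preparation cannot be told apart from the deletion without P301S, and the interaction rests on it.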

How the results depend on the processing

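The alternatives added after the data had been seen were hippocampal-like nuclei for the interactions, the deletion without P301S and the counts per sex; leaving out mice for those interactions and the deletion without P301S; only mice with at least 20 nuclei for Mef2c in subclasses; halving the shared mice; another random seed for the clusters; and the library run as a block. No paired analysis was possible because the replicate numbers follow only the order of the libraries and pair no mice. The opposition over changed genes alone was planned and not run, since no class had the 10 genes it needed. For 110 results, 2129 alternatives were computed. Of these 1754 kept their direction and their side of the threshold or stayed near the value, 199 kept their direction and lost the threshold, 125 moved and 51 changed direction. For changed counts and reversals below the cause was not tested, unless named.

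With DESeq2 in place of edgeR, the changed genes in the tau contrast numbered 231 in place of 0 in microglia-like, 12 in place of 4 in excitatory neuron-like, 176 in place of 1 in astrocyte-like and 6 in place of 1 in oligodendrocyte-like nuclei. In the deletion and heterozygous contrasts they were 88 and 115 in excitatory neuron-like and 13 and 11 in inhibitory neuron-like nuclei, each in place of 0. The interaction of P301S with Cgas deletion had 945 genes in place of 31 in excitatory neuron-like, 3 in place of 0 in inhibitory neuron-like and 7 in place of 0 in astrocyte-like nuclei, and the deletion without P301S had 58 in place of 0 in excitatory neuron-like nuclei. The interaction of sex with Cgas deletion had 13 in place of 1 in microglia-like, 252 in place of 0 in excitatory neuron-like, 81 in place of 2 in inhibitory neuron-like, 116 in place of 0 in astrocyte-like and 33 in place of 0 in oligodendrocyte-like nuclei.

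Without the low-count filter, microglia-like nuclei had 805 genes in the tau, 30 in the deletion and 34 in the heterozygous contrast, 38 in the interaction with P301S and 31 in the deletion without P301S, each in place of 0, and 221 in place of 1 in the interaction with sex. Inhibitory neuron-like nuclei had 1 in place of 0 in the heterozygous contrast and 338 in place of 2 in the interaction with sex, which had 34 in excitatory neuron-like, 69 in astrocyte-like and 38 in oligodendrocyte-like nuclei, each in place of 0. The interaction with P301S in excitatory neuron-like nuclei fell to 3 from 31, and the opposition in microglia-like nuclei was -0.334 in place of -0.16.

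With no doublet removal, the tau contrast in microglia-like nuclei had 1 gene in place of 0, the interaction with sex 0 in place of 1 in microglia-like and 0 in place of 2 in inhibitory neuron-like nuclei, and the interaction with P301S in excitatory neuron-like nuclei 83 in place of 31. Mef2c in dentate granule-like nuclei was 0.016 in place of 0.00 in the heterozygous contrast. With up to 8000 genes per nucleus, the interaction with sex had 0 genes in inhibitory neuron-like nuclei and the interaction with P301S 97 in excitatory neuron-like nuclei, where RLE size factors gave 76, and Mef2c in cortical-like nuclei in the tau contrast was -0.105 in place of 0.03.

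With sex left out, the tau contrast had 2 genes in microglia-like, 0 in astrocyte-like and 0 in oligodendrocyte-like nuclei. With only the 2 groups in the fit it had 2 in excitatory neuron-like, 0 in astrocyte-like and 0 in oligodendrocyte-like nuclei, where fewer mice inform the error. With all 27 mice it had 26 in microglia-like nuclei, and the heterozygous contrast had 2 in inhibitory neuron-like nuclei. With 1 surrogate variable, the tau contrast had 0 in astrocyte-like and 0 in oligodendrocyte-like nuclei, the heterozygous contrast 2 in inhibitory neuron-like and the deletion contrast 1 in astrocyte-like nuclei. Mef2c then reversed to 0.052 in excitatory neuron-like and 0.023 in inhibitory neuron-like nuclei in the tau contrast, and to -0.079 in inhibitory neuron-like nuclei in the heterozygous contrast. With the cortical-like share as a covariate, Mef2c in the tau contrast reversed to 0.047 in excitatory neuron-like nuclei.

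In hippocampal-like nuclei only, the tau contrast had 2 genes in place of 4, the interaction with P301S 0 in place of 31 and the deletion contrast within females 0 in place of 338. Mef2c reversed to -0.078 in the deletion contrast and the study-named list for excitatory neurons shrank to 0.006. With classes from marker scores, the interaction with sex had 0 genes in inhibitory neuron-like and the interaction with P301S 1 in astrocyte-like nuclei. The interferon list in astrocyte-like nuclei was then 0.022 in the deletion contrast and the study-named list for inhibitory neurons 0.178 with a p above 0.05.

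With the median over genes, the interferon list was 0.081 in astrocyte-like nuclei in the deletion contrast in place of -0.07, and 0.5 in oligodendrocyte-like nuclei in the tau contrast with a p above 0.05. In the heterozygous contrast the disease-associated list was 0.033 and the homeostatic list -0.008, and the study-named list for inhibitory neurons in the deletion contrast was 0.031. With only genes of at least 10 CPM, the interferon list in oligodendrocyte-like nuclei in the deletion contrast was 0.00 in place of -0.071. With the shared mice halved, the opposition was 0.075 in microglia-like, -0.021 in excitatory neuron-like, -0.094 in inhibitory neuron-like, -0.148 in astrocyte-like and 0.042 in oligodendrocyte-like nuclei, where the construction itself removes the shared error.

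With another random seed for the clusters, the interaction with sex had 4 genes in place of 2 in inhibitory neuron-like nuclei, and Mef2c in dentate granule-like nuclei in the heterozygous contrast was 0.002 in place of 0.00. In cortical-like nuclei Mef2c kept its direction, at 0.23 in place of 0.42 in the deletion, 0.339 in place of 0.533 in the heterozygous and 0.143 in place of 0.03 in the tau contrast, so these sizes depend on how the clusters fell. The interaction with P301S in excitatory neuron-like nuclei had 37 genes in place of 31.

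With the 3 library runs as a block, the heterozygous contrast had 1 gene in place of 0 in inhibitory neuron-like nuclei, and the other counts of the 3 contrasts stayed as they were. The interaction with sex had 47, 8 and 1 in excitatory neuron-like, astrocyte-like and oligodendrocyte-like nuclei, each in place of 0, and 24 in place of 2 in inhibitory neuron-like nuclei. Within females the deletion contrast had 678 in place of 338 in excitatory neuron-like, 282 in place of 176 in inhibitory neuron-like, 87 in place of 3 in astrocyte-like and 0 in place of 1 in microglia-like nuclei. Mef2c in the heterozygous contrast in dentate granule-like nuclei was 0.002 in place of 0.00, and in the tau contrast in CA1-like nuclei 0.011 in place of -0.043. The interferon list in oligodendrocyte-like nuclei in the tau contrast was 0.516 with a p above 0.05. No other list, count of shares or opposition changed in this way. The block could not be fitted for the comparison of Cgas-/- with Cgas+/+ or the interaction with P301S, as no run holds both.

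Leaving out 1 mouse at a time, changed genes in the tau contrast numbered 0 to 376 in microglia-like nuclei (376 without P301S Cgas+/+ replicate 2), 0 to 23 in astrocyte-like nuclei (23 without the same mouse) and 0 to 1 in oligodendrocyte-like nuclei. The heterozygous contrast had 0 to 10 in excitatory neuron-like (10 without P301S Cgas+/+ replicate 1) and 0 to 1 in inhibitory neuron-like nuclei, where the deletion contrast also had 0 to 1. The interaction with P301S had 0 to 1059 in excitatory neuron-like (1059 without Cgas+/+ replicate 2) and 0 to 1 in inhibitory neuron-like nuclei, as had the deletion without P301S there. The interaction with sex had 1 to 33 in microglia-like (33 without P301S Cgas+/+ replicate 4), 0 to 20 in excitatory neuron-like, 0 to 51 in inhibitory neuron-like, 0 to 2 in astrocyte-like and 0 to 45 in oligodendrocyte-like nuclei. Where this leaves 1 library labelled Cgas-/-, that library is assumed to vary like the other groups.

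Mef2c ranged from -0.29 to 0.064 in excitatory neuron-like nuclei in the tau contrast (0.064 without Cgas+/+ replicate 3). In dentate granule-like nuclei it ranged from -0.029 to 0.11 in the tau, -0.10 to 0.039 in the deletion and -0.04 to 0.09 in the heterozygous contrast, where P301S Cgas+/+ replicate 5 gave the change of sign in the first 2. In CA1-like nuclei it ranged from -0.12 to 0.13 in the tau (0.13 without Cgas+/+ replicate 3) and -0.027 to 0.13 in the deletion contrast (-0.027 without P301S Cgas-/- replicate 2), and in cortical-like nuclei from -0.068 to 0.141 in the tau contrast (-0.068 without P301S Cgas+/+ replicate 3). The interferon list ranged from 1.11 to 1.64 in the tau contrast in microglia-like nuclei, with the p above 0.05 in 7 of 11 cases, from 0.403 to 0.693 in oligodendrocyte-like nuclei, with the p above 0.05 in 6 of 11, and in the deletion contrast from -0.28 to 0.26 in microglia-like, -0.26 to 0.13 in astrocyte-like and -0.202 to 0.089 in oligodendrocyte-like nuclei. The disease-associated list ranged from -0.16 to 0.58 in the deletion and -0.43 to 0.35 in the heterozygous contrast, the homeostatic list from -0.033 to 0.234 and -0.058 to 0.209, and the study-named lists in the deletion contrast from 0.365 to 0.59 in excitatory neuron-like and 0.13 to 0.20 in inhibitory neuron-like nuclei. The low ends for the interferon and disease-associated lists in the deletion contrast came without P301S Cgas+/+ replicate 2.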

Other observations

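The tests of the Cgas labels, of the chromosome 3 genes, of genes near Cgas, of the label of P301S Cgas+/+ replicate 2, and of Mef2c in excitatory neuron-like nuclei against the cortical-like share were chosen only after the result was seen. Hippocampal-like nuclei and the share as a covariate were alternatives planned before, and were made tests of the Mef2c difference only after it was seen. The relation of Mef2c in inhibitory neuron-like nuclei to the share was written down before its values were seen but after those in excitatory neuron-like nuclei. The splits of the mice, the regroupings and the study-named list in hippocampal-like nuclei were written down before.

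Cgas was not lower in microglia-like nuclei of libraries labelled P301S Cgas-/-. If libraries of the P301S Cgas+/+ and P301S Cgas-/- groups had been swapped, some libraries were expected to lack the transcript, and the lowest of the 27 was at 15.9 CPM, against at most 2.21 CPM in any library of the other 4 classes. This argues against a swap alone. A targeted allele whose transcripts are still counted as Cgas may account for the level, since 3' counts do not show which exons a transcript holds, and with such an allele no library would lack the transcript whether or not labels were swapped, so a swap as well stays open. In libraries labelled Cgas-/- without P301S, the log2 fold change was -0.33 ± 0.319 (SE, n = 2 against 5), an error too wide to decide. The labels of the deletion thus could not be checked from these counts, and each direction drawn from them rests on the labels.

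Gm43049, 4930590L14Rik and Gm32754 lie within 1 stretch of chromosome 3 and were called in the tau contrast. All 12 libraries labelled P301S Cgas+/- and P301S Cgas-/-, which took no part in that call, were above every tau-free library in all 3 genes. A P301S transgene inserted near these genes is a candidate explanation, which fits a fixed mark of the transgenic chromosome, and a difference of strain around it would look the same. Gm43049 was also at 20.6 CPM in P301S Cgas+/+ replicate 2, whose microglial interferon score of 3.02 lay at the level of Cgas+/+ mice, so a tau-free mouse labelled as P301S is argued against there. A low response in this mouse stays open, as a biological difference that was not tested. Among the 18 libraries labelled P301S, Gm43049 in excitatory neuron-like nuclei ranged from 3.04 to 20.6 CPM.

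Genes within 30 Mb of Cgas on chromosome 9 were counted at an unadjusted p under 0.001 in the deletion contrast, a window and genes chosen after their values were seen. There were 3 of 534 in excitatory neuron-like nuclei (65 of 16629 elsewhere; Fisher's exact two-sided p = 0.471), which were Atp1b3 (log2 fold change 0.48), Ppm1m (1.03) and Mapkapk3 (1.12). In astrocyte-like nuclei there were 3 of 405 (6 of 12789 elsewhere; Fisher's exact p = 0.00210), which were Megf11 (-1.54), Car12 (-1.46) and Unc13c (1.34; the other way, at -1.97, in libraries labelled Cgas-/- without P301S). The other 3 classes had 0 at that p. Variants linked to the targeted Cgas allele may move such genes, but 3 of the 6 moved the same way in libraries labelled Cgas-/- without P301S, which decides nothing with 2 such mice.

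Mef2c was higher in excitatory neuron-like nuclei of libraries labelled P301S Cgas-/-. A larger share of cortical-like nuclei in those libraries may account for much of this, since in hippocampal-like nuclei alone the log2 fold change was -0.078 and, over 27 mice with group means removed, the level rose with the cortical-like share (r = 0.819). The study-named list for excitatory neurons, higher by 0.48 in all excitatory neuron-like nuclei, differed by 0.006 in hippocampal-like nuclei. In the heterozygous contrast, with a similar mean share (63.4% against 64.2%), the log2 fold change of Mef2c was 0.295 in hippocampal-like nuclei (unadjusted p = 0.167) and 0.385 with the share as a covariate, in place of 0.87, so the share was not shown to account for all of it there. A difference confined to cortical-like neurons stays open. Within cortical-like nuclei the log2 fold change of Mef2c in the deletion contrast was 0.42 ± 0.208 (SE), 0.23 with another random seed for the clusters and 0.54 with up to 8000 genes per nucleus, so its size is not settled. In inhibitory neuron-like nuclei a relation of Mef2c to the share was not shown over all mice (r = 0.304, permutation p = 0.167) and appeared without the 2 mice farthest in it (r = 0.515, permutation p = 0.0224). It did not appear in this way in the earlier clustering that differed in a few doublet calls, so it is not stable, and an effect of the genotype there stays open.

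The correlation between the deletion and tau contrasts was as low in 59 of 61 groupings of the mice, the real one included, in microglia-like, 34 in excitatory neuron-like, 16 in inhibitory neuron-like, 24 in astrocyte-like and 56 in oligodendrocyte-like nuclei. The P301S Cgas+/+ mice shared by both contrasts could thus give correlations like these with no effect of the genotype.

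Splits of the mice of each contrast into groups of the same sizes tested whether chance can be excluded, with 60 of 462 splits drawn, the real one included. In the tau contrast, as many genes past the threshold were given by 1 split in excitatory neuron-like, 1 in astrocyte-like and 2 in oligodendrocyte-like nuclei, where chance is unlikely. In the last this is not stable, since 1 more split would have reached the 5% and the earlier clustering, which differed in a few doublet calls, did reach it. In inhibitory neuron-like nuclei 3 splits gave as many, so chance cannot be excluded for the count as such. The gene in the real grouping was Gm43049, at 7.74 to 25.9 CPM in the 6 P301S Cgas+/+ libraries, at most 0.215 CPM in the 5 Cgas+/+ libraries and at least 3.82 CPM in the 12 P301S libraries outside the contrast, which argues against chance for this gene. In microglia-like nuclei, with 0 genes in edgeR (1455 at an unadjusted p under 0.05; 231 in DESeq2), all 60 splits gave as many, as any split must, so that comparison is void. The genes with an unadjusted p under 0.05 numbered as many in 1 split in microglia-like and 2 in astrocyte-like nuclei, where chance is unlikely, and in 53 in excitatory neuron-like, 50 in inhibitory neuron-like and 10 in oligodendrocyte-like nuclei. In the deletion and heterozygous contrasts, with 0 genes past the threshold in edgeR, all 60 splits gave as many in every class, which is void in the same way. The genes with an unadjusted p under 0.05, between 199 and 2329, numbered as many in 44 and 54 splits in microglia-like, 4 and 5 in excitatory neuron-like, 18 and 31 in inhibitory neuron-like, 22 and 48 in astrocyte-like, and 23 and 47 in oligodendrocyte-like nuclei in the deletion and the heterozygous contrast, so chance cannot be excluded in any of them. DESeq2, which called 88 and 115 genes in excitatory neuron-like and 13 and 11 in inhibitory neuron-like nuclei, was not run on the splits.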
